A study of Mus musculus with 32 samples. Its data were reported in "Angiopoietin-like 4 governs diurnal lipoprotein lipase activity in brown adipose tissue" (2022).

How the data were processed

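Interscapular brown adipose tissue (iBAT), the heat-producing fat pad between the shoulder blades, was collected from male mice kept under a light:dark cycle. Time is given as Zeitgeber time (ZT), counted in hours from lights on, so that ZT0 starts the light (inactive) phase and ZT12 the dark (active) phase. There were 8 time points, 3 h apart, with 4 mice at each and 1 library per mouse. RNA was sequenced as stranded paired-end libraries.

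The values are raw read counts per gene, as deposited by the authors. Per the methods of the study, the authors mapped the reads to the mouse genome with GSNAP and counted the reads of each Ensembl gene with HTSeq-count. Whether the counting used the strand is not stated. The deposited count table held 50686 Ensembl genes, of which 20100 had no count in any library. A gene symbol was found for 50376 identifiers, and the 310 others were tested under their identifier. No normalization had been applied by the authors to these counts. Coordinates are those of the mouse GRCm38 assembly in the GENCODE annotation supplied with the data, which is not the Ensembl release that the authors counted with.

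Total counts per library ran from 16300770 to 18254659, with a median of 17418661. At this depth 3 counts summed over all libraries correspond to 0.00539 CPM, the unit of read counts scaled to a common library total. Such floors cover counting error only, because reads without molecular identifiers are not independent molecules. Over the 48 pairs of libraries from the same time point, the lowest mean chi-square per gene was 7.97, so no pair differed as little as counting noise alone would give, and all 32 libraries were treated as separate samples.

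Genes were filtered with filterByExpr of edgeR (version 4.0.16, R 4.3.3) with the time point as the group, which left 15505 genes holding 99.9% of all counts, and were scaled with TMM factors. Oscillation was tested with an own implementation of JTK_CYCLE on CPM. It compares the ranks of a gene with cosine templates of 21 and 24 h period through Kendall's statistic with its exact null distribution, and corrects P for the 15 templates of a gene. The threshold was P under 0.05 as in the methods of the study, and the Benjamini-Hochberg (BH) adjustment over all tested genes is given beside it. Count models were fitted with edgeR's quasi-likelihood test, with BH adjustment and a threshold of 0.05. They tested a 24 h cosine (cosine and sine terms together), any difference between the 8 time points, the contrast of ZT12 against ZT0 and the contrast of ZT15 against ZT3. Amplitudes and peak times come from the cosine fit on log2 CPM with a prior count of 2. Means are given in CPM after TMM scaling, with the SD over 4 mice.

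The libraries of ZT0, ZT3 and ZT6 were sequenced on lane 2, those of ZT9, ZT12 and ZT15 on lane 3, and those of ZT18 and ZT21 on lane 4, per the labels. Lane and time of day can therefore not be separated between lanes. The differences between time points were also tested on the libraries of each lane alone, and the cosine was refitted with lane as an additive factor.

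Oscillating genes were clustered on z-scored CPM with complete linkage on 1 minus Pearson's r, and the tree was divided into 4 groups numbered by their peak time. Gene lists were written before the data were examined. A first set held clock genes, the lipoprotein lipase (LPL) pathway, lipogenesis, fatty acid elongation, lipid storage and lipolysis, mitochondrial and thermogenic genes, and transcription factors. Of this set, all but the clock list follow genes that the study named and reported on in these samples. The mitochondrial and thermogenic list was wider: of its members the text of the study names only mt-Nd1, mt-Nd2, mt-Nd5, mt-Cytb and Ucp1. A second set, from general knowledge, held temperature-responsive, muscle, blood, lymphoid, white fat, stroma, early response, male and female genes. The genes named in the text are members of the lists; for each contrast the 3 genes with the highest and the 3 with the lowest log2 fold change among those past the threshold, with a mean of at least 1 CPM and no overlap between the mice; and in each cluster the 3 genes with the largest relative (log2) and the 3 with the largest absolute (CPM) amplitude among those past the threshold of the cosine fit. The temperature-responsive and male lists were thus fixed beforehand, but singling out members of them (the heat-shock genes, Cirbp, Rbm3 and Kdm5d), the heat-shock score and Pck1 were chosen after the values were seen.

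Relations between genes within time points were tested on deviations from the time-point means by permuting the mice within time points, with 100000 resamples over all libraries and exact enumeration within lanes, two-sided. Of other values, 2 groups of 4 mice were compared by an exact permutation test, two-sided, whose smallest possible p is 0.0286. Alternatives were DESeq2 size factors or library size in place of TMM, removal of mitochondrially encoded genes before scaling, other filters, DESeq2 (version 1.42.0) and limma-voom (limma version 3.58.1) in place of edgeR, lane or replicate number as an additive term, a fold change threshold of 1.5, and leaving out each library in turn. A muscle score, the mean log2 CPM of 8 skeletal muscle genes, was added as a covariate after the data had been seen.

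The methods were tested on simulated data for 15505 genes, of which 200 were changed. For the tests of oscillation the changed genes followed a 24 h cosine with an amplitude of 1 on the log2 scale. The cosine test recovered 200 of the 200 genes with 13 false calls. The test between time points recovered 199 of the 200 with 7 false calls. A single contrast at a log2 change of 1 recovered 102 of 200, so a single contrast misses many changes of that size. JTK at P under 0.05 recovered 200 of 200 with 257 false calls, which is 1.68% of the unchanged genes. After BH adjustment it recovered 194 of 200 with 4 false calls. Most real changes were smaller, with a median of 1.35-fold between peak and trough over the genes with a cosine component. Recovery of oscillations of that size was not tested. Enrichment of gene ontology terms or transcription factor targets was not analysed here.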

Results

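The transcriptome of iBAT was measured in 32 mice, 4 at each of 8 time points spread over 24 h. Total counts per library lay between 16300770 and 18254659. At ZT3 they ran from 16883314 to 17353901 and at ZT18, the time point with the highest mean, from 17501583 to 18254659. Counts were dominated by few genes: mitochondrially encoded genes took from 19.6% ± 1.18 (SD, n = 4) of the counts at ZT18 to 25.1% ± 3.22 (SD, n = 4) at ZT9. This share differed between time points (permutation test with 100000 resamples over 32 mice, two-sided, F = 3.34, p = 0.0115), and the lowest and next lowest means were both on lane 4. Without replicate 1 of ZT18 the permutation p was 0.0554, so the difference rests in part on that time point. ZT18 and ZT21, sequenced on the same lane, differed in an exact permutation test (19.6% ± 1.18 against 22.5% ± 1.22, SD, n = 4 each, p = 0.0286, the smallest value 4 against 4 mice can give).

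The first question was how many genes oscillate over the day. By JTK, 5718 of the 15505 tested genes oscillated at P under 0.05 (36.9%), where 775 would be called if no gene oscillated and the P-values were uniform. After BH adjustment over all tested genes 4269 remained past 0.05 (27.5%). The alternative that moved the first count most was a threshold of 0.01 on P, which gave 4015 genes, and the one that moved the adjusted count most was no filter, which gave 3582 of 30586 genes. With filterByExpr without groups, added after the data were seen, 13549 genes were tested and 5325 oscillated at P under 0.05. With edgeR's count model, 5602 genes had a 24 h cosine component and 6173 differed between time points at BH under 0.05. The JTK calls at P under 0.05 and the cosine calls had 5029 genes in common. The cosine and the time point tests shared 4340 genes, and 1833 genes differed between time points without a cosine component past the threshold. The fitted change between peak and trough was modest: its median over the genes with a cosine component was 1.35-fold, and 606 genes exceeded 2-fold.

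Because each time point was sequenced on 1 lane, the differences were examined within lanes. Between the 3 time points of lane 2, 1974 genes differed (edgeR, BH under 0.05). Lane 3 gave 286 genes and lane 4, with 2 time points, 649 genes. These counts depended on single mice: without replicate 4 of ZT0 lane 2 gave 3316 genes, without replicate 3 of ZT15 lane 3 gave 58, and without replicate 1 of ZT21 lane 4 gave 190. In total 2485 genes differed within at least 1 lane. With lane as an additive factor, 2661 genes had a cosine component, 2036 of them among the 5602 found without lane.

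**Figure D1:**
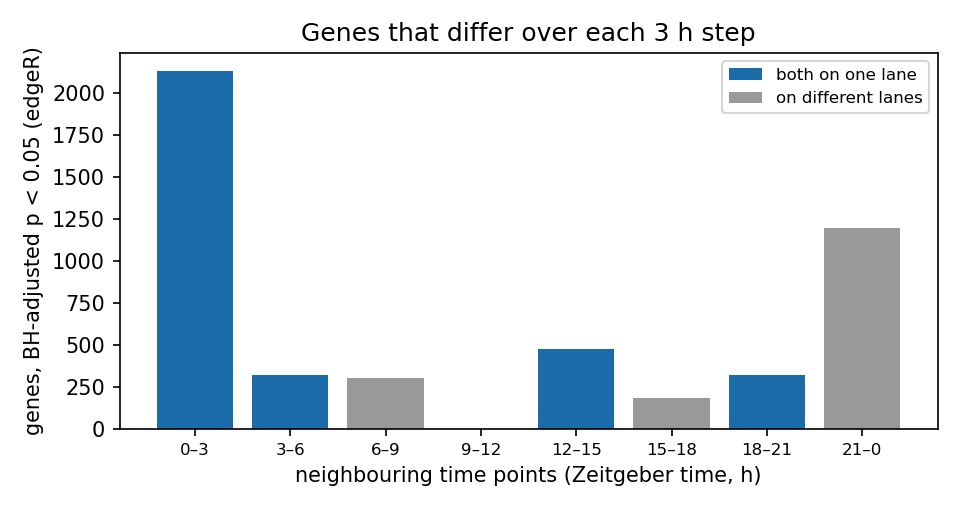
Number of genes past a BH-adjusted p of 0.05 (edgeR) between each pair of neighbouring time points (x axis, Zeitgeber time in h), with pairs sequenced on one lane in blue and pairs on different lanes in grey. The step from ZT0 to ZT3, within a lane, gave 2134 genes, and the step from ZT9 to ZT12, also within a lane, gave 0.

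Over the 3 h steps, 2134 genes differed between ZT0 and ZT3 (edgeR, BH under 0.05), 1197 between ZT21 and ZT0, and 472 between ZT12 and ZT15. Between ZT9 and ZT12 no gene passed the threshold, and 1047 genes had an unadjusted p under 0.05, against 4701 for ZT0 and ZT3. Whether steps differ from one another was not tested.

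Peak times were spread over the whole day. Of the 5718 oscillating genes, 2829 (49.5%) had their fitted peak in the dark phase, with a 95% Wilson interval from 48.2% to 50.8%, which treats genes as independent. With scaling by library size alone the share was 52.6%. The most populated 3 h window was ZT18 to ZT21 with 968 genes (16.9%), followed by ZT6 to ZT9 with 876 genes (15.3%). The window from ZT12 to ZT15 held 530 genes (9.27%).

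**Figure D2:**
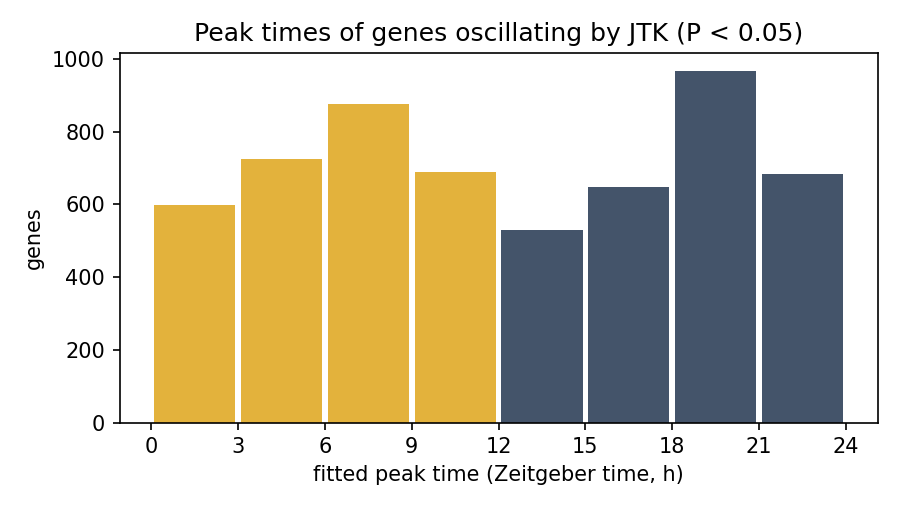
Number of genes oscillating by JTK (P under 0.05, 5718 genes) by fitted peak time in 3 h windows (x axis, Zeitgeber time in h), with light-phase windows in yellow and dark-phase windows in blue-grey. The window from ZT18 to ZT21 holds 968 genes and that from ZT12 to ZT15 holds 530.

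Hierarchical clustering divided the oscillating genes into 4 clusters. Cluster 1 (950 genes) peaked at ZT0.33, cluster 2 (2289 genes) at ZT7.30, cluster 3 (1070 genes) at ZT14.5 and cluster 4 (1409 genes) at ZT19.7. Their sizes depended on the method. With average linkage the counterpart of cluster 3 held 669 genes. With the BH-adjusted genes alone clusters 2 and 4 had no clear counterpart. Clusters of 646 genes (peak ZT4.96) and 1261 genes (peak ZT9.70) lay about equally near to cluster 2 (ZT7.30). The clusters nearest to cluster 4 (ZT19.7), of 1417 genes (peak ZT22.45) and 945 genes (peak ZT16.78), were paired with clusters 1 and 3. The largest relative amplitudes belonged to Npas2, Arntl and Fam124b in cluster 1, to Dbp, Nr1d1 and Sgk2 in cluster 2, to Per2, Cyp2b10 and Nnat in cluster 3, and in cluster 4 they included those of Lonrf3 and Phyhip. Fam124b (ENSMUSG00000043230, chromosome 1, 80198706 to 80218473) had at most 2 counts in any library of ZT12 and was at least 10.5-fold higher at ZT3. The largest absolute amplitudes belonged to Acly, Aldoa and Scd2 in cluster 1, to mt-Cytb, mt-Nd1 and mt-Nd2 in cluster 2, to Car3, Glul and Dgat2 in cluster 3, and to mt-Rnr2, Thrsp and mt-Rnr1 in cluster 4. The ranking depends on the clustering: Lpl, with a peak at ZT12.0, fell into cluster 2 here, and its absolute amplitude of 996 CPM exceeds the 753 CPM of Car3. Of these genes, Acly, Aldoa, Car3, Glul, Nnat, Thrsp and mt-Cytb differed past the threshold within no lane and had no cosine component past it beside lane (edgeR). The cosine of mt-Cytb did not pass in 5 of the 32 fits that each left out a library (highest adjusted p 0.0631, without replicate 2 of ZT18).

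Clock genes served as a reference for the time labels. Of the 19 clock genes 17 oscillated by JTK, both when adjusted over the list alone and over all genes, and the same number had a cosine component in either adjustment. With lane as a factor 15 did. The 2 others were Rora and Bhlhe40. Arntl (ENSMUSG00000055116, chromosome 7, 113207465 to 113314126) peaked at ZT23.2 with a mean of 34.4 CPM ± 4.07 (SD, n = 4) at ZT0 and 1.15 CPM ± 0.203 (SD, n = 4) at ZT12. Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) peaked at ZT10.1 and rose from 4.46 CPM ± 0.802 (SD, n = 4) at ZT0 to 123 CPM ± 19.0 (SD, n = 4) at ZT12. Per2 (ENSMUSG00000055866, chromosome 1, 91415982 to 91459324) peaked at ZT14.3 and rose from 6.64 CPM ± 1.55 (SD, n = 4) at ZT3 to 110 CPM ± 13.0 (SD, n = 4) at ZT15.

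**Figure D3:**
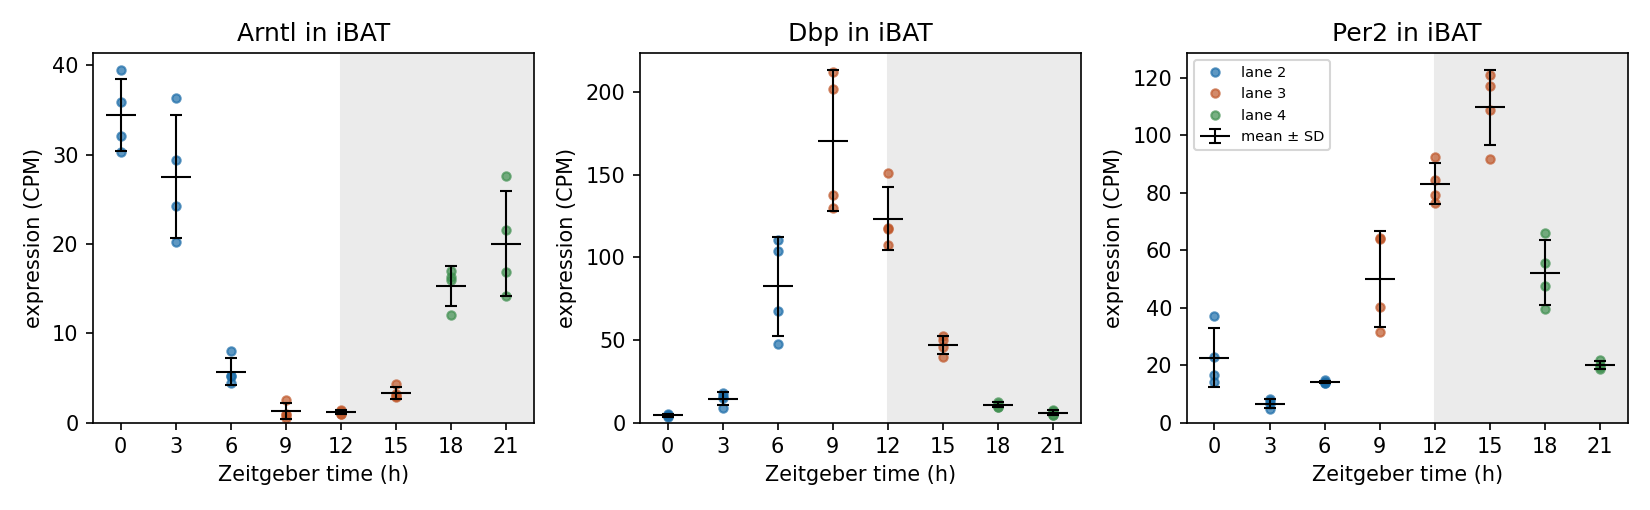
Expression of Arntl, Dbp and Per2 (y axis, CPM) in each mouse against Zeitgeber time (x axis, h), with the mean and SD of 4 mice in black, sequencing lanes in colour and the dark phase shaded. Arntl was highest at ZT0 (34.4 CPM) and Per2 at ZT15 (110 CPM).

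The onset of the dark phase was compared with the onset of the light phase, the times at which the study examined its knockout and overexpressing mice. Between ZT12 and ZT0, 2459 genes differed (edgeR, BH under 0.05), 1196 higher and 1263 lower at ZT12. With scaling by library size alone the balance turned, with 1358 higher and 930 lower. A fit of the 8 libraries alone gave 1259 genes, and a test against a 1.5-fold change gave 135. The mice did not overlap for 1808 of the 2459 genes, where chance gives 2.86% of all genes and 16.3% of all tested genes showed it. The genes named by the rule with the highest log2 fold change were Dbp (4.79, SE 0.27, adjusted p 1.2e-12), Per1 (2.87, SE 0.32, adjusted p 7.8e-07) and Ciart (2.84, SE 0.28, adjusted p 1.1e-07). Those with the lowest were Npas2 (-5.95, SE 0.51, adjusted p 9.75e-09), Arntl (-4.89, SE 0.30, adjusted p 7.8e-12) and Hspa1b (-3.26, SE 0.51, adjusted p 7.3e-05). Hspa1b (ENSMUSG00000090877) encodes a heat-shock protein and was at 11.8 CPM ± 6.98 (SD, n = 4) at ZT0 and 1.22 CPM ± 0.273 (SD, n = 4) at ZT12.

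ZT15 was compared with ZT3, the lowest and the highest time of Angptl4. Here 2198 genes differed (edgeR, BH under 0.05), 1069 higher and 1129 lower at ZT15 (1000 higher and 859 lower with library size alone), and a test against a 1.5-fold change gave 88. The mice did not overlap for 1697 of them, where chance gives 2.86% of all genes and 17.3% of all tested genes showed it. Both contrasts shared 621 genes, 410 of them with the same sign. The highest log2 fold changes by the rule belonged to Per2 (4.05, SE 0.26, adjusted p 3.8e-11), Fkbp5 (2.65, SE 0.36, adjusted p 1.5e-05) and Cys1 (2.35, SE 0.30, adjusted p 4.8e-06). The lowest belonged to Npas2 (-4.61, SE 0.45, adjusted p 1.1e-07), Nfe2l3 (-3.77, SE 0.43, adjusted p 1.1e-06) and Irs2 (-3.58, SE 0.74, adjusted p 0.0015). Irs2 (ENSMUSG00000038894, chromosome 8, 10984681 to 11008458) varied widely among the mice at ZT3, with 145 CPM ± 130 (SD, n = 4) against 12.1 CPM ± 4.99 (SD, n = 4) at ZT15, and had no cosine component past the threshold (edgeR adjusted p 0.141, 0.0477 without replicate 4 of ZT18).

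LPL releases fatty acids from circulating lipoproteins, and the LPL pathway was the focus of the study. Of its 11 genes 9 were tested. By JTK 5 of them oscillated when adjusted over the list alone and 4 over all genes. With the cosine test 5 did in either adjustment, and 1 did with lane as a factor. The study selected these genes by hand and reported on them in these samples, so the count adjusted over the list alone is not taken as independent evidence. Apoc2 (chromosome 7, 19671579 to 19677941) was listed at 0 in every library. Of its 813 exonic bases 79.5% overlap Gm44805 on the same strand, which was also listed at 0, so a count of 0 cannot separate absent transcripts from reads left out as ambiguous. Apoa5 was also listed at 0.

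Lpl (ENSMUSG00000015568, chromosome 8, 68880491 to 68907448) was the most abundant of the tested genes of this list. Its mean was 3073 CPM ± 449 at ZT0, 3167 CPM ± 276 at ZT3 and 3026 CPM ± 443 at ZT6 (SD, n = 4 each). It was 4691 CPM ± 628 at ZT9, 4819 CPM ± 645 at ZT12 and 4486 CPM ± 462 at ZT15 (SD, n = 4 each), and 3340 CPM ± 443 at ZT18 and 2846 CPM ± 151 at ZT21 (SD, n = 4 each). The cosine fit peaked at ZT12.0 with an amplitude of 0.38 on the log2 scale (SE 0.05, edgeR adjusted p 3.5e-06). The log2 fold change was 0.65 at ZT12 against ZT0 (SE 0.12, adjusted p 5.8e-04) and 0.50 at ZT15 against ZT3 (SE 0.12, adjusted p 0.0060). Its steps fell on the changes of lane. Within lanes 2, 3 and 4 the time points did not differ (edgeR adjusted p 0.92, 0.89 and 0.22), and beside lane the cosine had an adjusted p of 0.75. In these libraries, time of day and lane therefore cannot be told apart for Lpl. The study did not rest on them alone. In other mice, at ZT0 and ZT12, it measured Lpl RNA by quantitative PCR and LPL protein. In the wild type mice it reported more LPL protein at ZT12 than at ZT0.

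**Figure D4:**
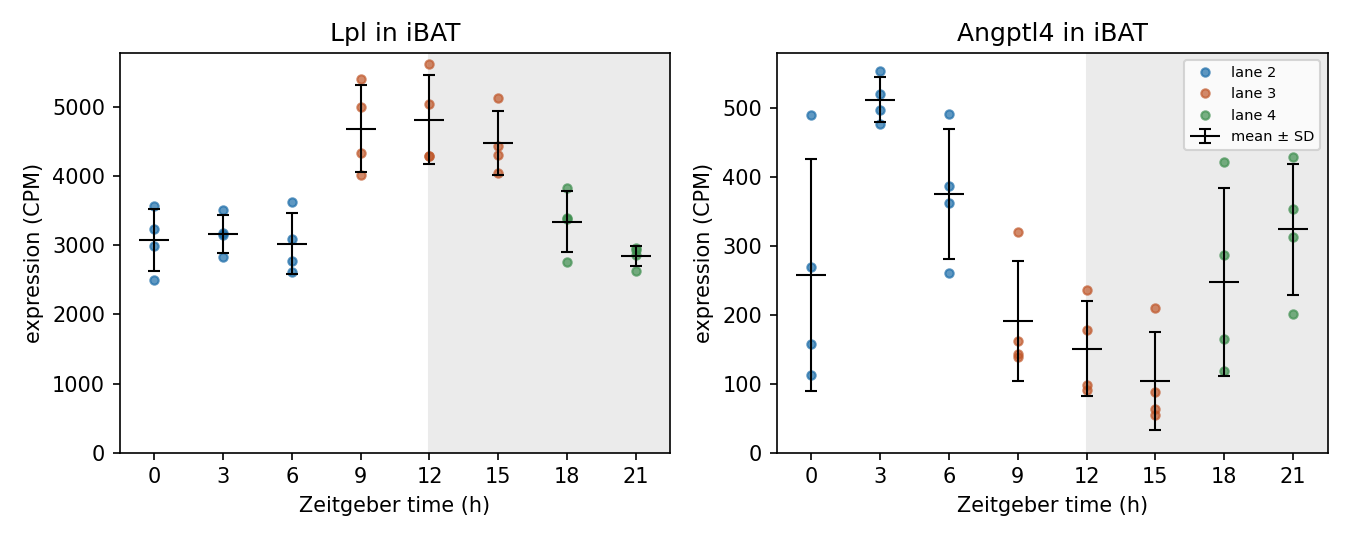
Expression of Lpl and Angptl4 (y axis, CPM) in each mouse against Zeitgeber time (x axis, h), with the mean and SD of 4 mice in black, sequencing lanes in colour and the dark phase shaded. The means of Lpl lie between 3026 and 3167 CPM on lane 2 and between 4486 and 4819 CPM on lane 3.

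Angptl4 (ENSMUSG00000002289, chromosome 17, 33773750 to 33781830) encodes an inhibitor of LPL. Its mean was 258 CPM ± 169 at ZT0, 513 CPM ± 32.9 at ZT3, 376 CPM ± 94.9 at ZT6 and 191 CPM ± 86.7 at ZT9 (SD, n = 4 each). It was 151 CPM ± 69.4 at ZT12, 104 CPM ± 71.7 at ZT15, 248 CPM ± 136 at ZT18 and 325 CPM ± 95.3 at ZT21 (SD, n = 4 each). The mean at ZT3 was 4.94-fold that at ZT15, with a log2 fold change of -2.30 for ZT15 against ZT3 (SE 0.46, edgeR adjusted p 0.0011). These time points were chosen as the extremes of Angptl4 in these samples, so this p is not independent evidence. At ZT15 replicate 1 was at 209 CPM, against 54.8 to 87.6 CPM in the other mice, so the fold depends on that mouse. ZT12 and ZT0 did not differ past the threshold (-0.77, SE 0.44, adjusted p 0.24). The cosine peaked at ZT2.2 (SE 0.8 h, edgeR adjusted p 9.8e-04), and with lane as a factor its adjusted p was 0.12. No lane alone showed a difference between its time points (adjusted p 0.16, 0.55 and 0.60).

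Angptl8 peaked at ZT18.9 (edgeR adjusted p 6.9e-04), with 19.5 CPM ± 4.00 at ZT6 and 84.4 CPM ± 55.9 at ZT15 (SD, n = 4 each), and was the member of the list that kept its cosine component beside lane (adjusted p 2.6e-04). Its log2 fold change at ZT15 against ZT3 was 1.73 (SE 0.46, adjusted p 0.012), and without replicate 3 of ZT15 the adjusted p was 0.085. Pltp (adjusted p 0.11 beside lane) peaked at ZT11.2 (edgeR adjusted p 2.8e-04), with 47.5 CPM ± 2.14 at ZT3 and 72.2 CPM ± 5.68 at ZT9 (SD, n = 4 each). Apoc1, Gpihbp1 and Cd36 had no cosine component past the threshold, but without replicate 1 of ZT9 that of Gpihbp1 passed it (edgeR adjusted p 0.0236 in place of 0.177). Apoc3, at a mean of 0.90 CPM, passed it narrowly (edgeR adjusted p 0.043), and it did not pass in 15 of the 32 fits that each left out a library (highest adjusted p 0.096, without replicate 3 of ZT0).

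Among mice of the same time point, no relation of Angptl4 and Lpl passed the threshold over all mice. Pearson's r of the deviations was 0.113 (permutation p 0.616, BH 0.669 over 6 relations, n = 32) and Spearman's rho 0.136 (permutation p 0.523). Without the 2 libraries farthest from the median r was 0.378 (permutation p 0.0943). Within lanes 2, 3 and 4 it was -0.343, 0.182 and 0.732 (exact permutation p 0.446, 0.583 and 0.0920). In lane 4, with 8 mice, rho was 0.810 (exact permutation p 0.0451), and in lanes 2 and 3 it was -0.189 and 0.161 (exact permutation p 0.633 and 0.619).

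The other lists of the study behaved differently beside lane. All 7 genes of lipid storage and lipolysis oscillated by JTK and by the cosine test, adjusted over the list alone and over all genes, and 4 did with lane as a factor. Cidec (chromosome 6, 113424634 to 113435760) had 1029 CPM ± 114 at ZT12 and 518 CPM ± 57.7 at ZT21 (SD, n = 4 each), with a cosine adjusted p of 5.2e-07 (edgeR) that became 0.097 beside lane. Of the 6 lipogenesis genes, 3 had a cosine component adjusted over the list alone, 2 over all genes and 1 beside lane. By JTK 2 did in either adjustment. Acly ranged from 1824 CPM ± 1235 at ZT9 to 6176 CPM ± 1306 at ZT21 (SD, n = 4 each). Of the 11 elongation genes, 4 oscillated by JTK and 5 by the cosine test in either adjustment, and 1 did beside lane. Of the 4 transcription factors 1 did in each of these tests, Cebpa with a peak at ZT6.6. The study picked the genes of lipid storage and lipolysis by their amplitude in these samples and reported on the other lists in them, so the counts adjusted over the list alone are not taken as independent evidence.

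Of the 14 mitochondrial and thermogenic genes, 12 oscillated by JTK adjusted over the list alone and 11 over all genes. With the cosine test 13 did over the list alone, 10 over all genes and 3 beside lane. Ucp1, which encodes the uncoupling protein of brown fat, peaked at ZT6.5 (SE 1.0 h, edgeR adjusted p 0.0096), with 2973 CPM ± 960 at ZT9 and 1275 CPM ± 334 at ZT18 (SD, n = 4 each), and had an adjusted p of 0.20 beside lane. The gene mt-Nd1 peaked at ZT5.0 (edgeR adjusted p 1.8e-05, 0.0021 beside lane). Its mean fell from 27200 CPM ± 1193 at ZT6 to 17625 CPM ± 1651 at ZT18 (SD, n = 4 each). The peaks fell into different parts of the day: mt-Nd1, mt-Nd2 and mt-Cytb were highest in the light phase, while mt-Atp6, mt-Co2, mt-Co3, mt-Nd3 and mt-Nd4l peaked between ZT17.0 and ZT18.1. The latter 5 had means of 4.08 to 65.1 CPM and at most 2.41% of their 100-base stretches were absent from annotated nuclear transcripts. mt-Nd6, which peaked at ZT23.6, and the light-phase mt-Nd1 and mt-Cytb had 100% of such stretches to themselves.

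Angptl4 was related to Pck1 and Acly. Among mice of the same time point Angptl4 rose with Pck1, with r = 0.906 and rho = 0.892 (permutation p 1e-05 for each, the smallest that 100000 resamples can give, BH 6e-05, n = 32). Without the 2 libraries farthest from the median r was 0.874, and within lanes 2, 3 and 4 it was 0.897, 0.927 and 0.951. With Acly, r was -0.551 (permutation p 0.00236, BH 0.00708) and rho -0.554 (permutation p 0.00288). Without the 2 libraries r was -0.371 (permutation p 0.0472), and within lanes it was -0.543, -0.504 and -0.916 (exact permutation p 0.0213, 0.193 and 0.0156). By rank the relation was less firm: without the 2 libraries rho was -0.398 (permutation p 0.0534), and within lanes it was -0.559, -0.287 and -0.833 (exact permutation p 0.0862, 0.418 and 0.0590).

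All 8 temperature-responsive genes oscillated by JTK and by the cosine test, adjusted over the list alone and over all genes, and by the cosine test beside lane. The heat-shock score, the mean centred log2 CPM of 6 of them, was 1.51 ± 0.526 at ZT0, -0.38 ± 0.253 at ZT3, -0.95 ± 0.114 at ZT6 and -0.99 ± 0.067 at ZT9 (SD, n = 4 each). It was -0.71 ± 0.212 at ZT12, 1.10 ± 0.839 at ZT15, 0.69 ± 0.335 at ZT18 and -0.28 ± 0.285 at ZT21 (SD, n = 4 each). Each of the 6 heat-shock genes differed within at least 1 lane. Cirbp, a cold-induced gene, fell from 33.0 CPM ± 7.05 at ZT3 to 13.9 CPM ± 3.05 at ZT15 (SD, n = 4 each). Within time points the score and Cirbp had r = -0.540 and rho = -0.585 (permutation p 0.0206 and 0.00309, BH 0.0412 for r, n = 32), without the 2 libraries farthest from the median r was -0.547, and within lanes 2, 3 and 4 it was -0.735, -0.334 and -0.730 (exact permutation p 0.0583, 0.664 and 0.0955). With Rbm3, another cold-induced gene, r was 0.0853 and rho 0.0231 (permutation p 0.669 and 0.911, BH 0.669 for r).

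**Figure D5:**
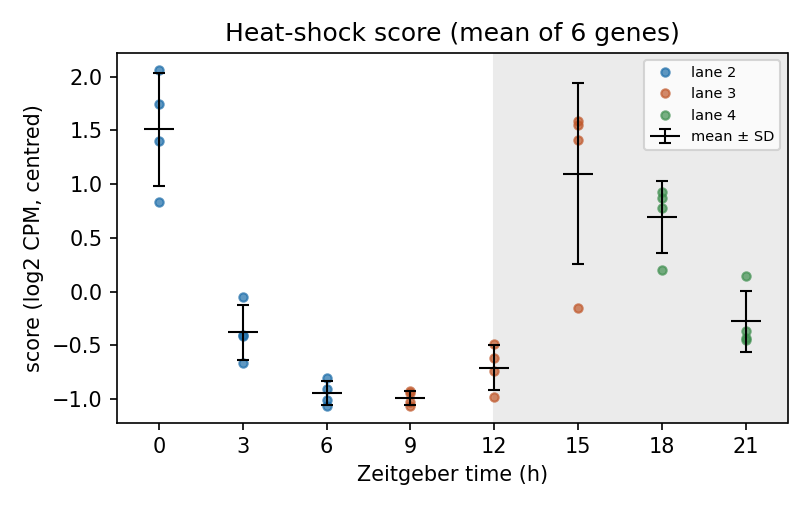
Heat-shock score (y axis, centred log2 CPM, mean of 6 genes) in each mouse against Zeitgeber time (x axis, h), with the mean and SD of 4 mice in black, sequencing lanes in colour and the dark phase shaded. The score is highest at ZT0 (1.51) and ZT15 (1.10) and lowest at ZT9 (-0.99).

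Lists of genes of other cell types served as a background. None of the 8 muscle, 5 blood and 6 early response genes passed JTK or the cosine test in either adjustment. None of them had a JTK P under 0.05. The muscle genes varied together (lowest r between any 2 of them 0.968), and 77.5% of the variance of their score lay within time points. They are therefore close to 1 measure, with little power to show a rhythm. Of the 5 lymphoid genes 0 passed JTK in either adjustment (2 at an unadjusted P under 0.05), while 4 passed the cosine test adjusted over the list alone, 3 over all genes and 1 beside lane. Of the 4 tested white fat genes 2 passed each test and 1 beside lane. Of the 4 stroma genes 1 passed JTK, 2 the cosine test and 1 the cosine test beside lane. Of the 4 male genes 0 passed JTK (1 at an unadjusted P under 0.05) and 1, Kdm5d, the cosine test (edgeR adjusted p 0.037). Kdm5d did not pass it in 12 of the 32 fits that each left out a library (highest adjusted p 0.082, without replicate 3 of ZT3), with library size alone (0.063), with the muscle covariate (0.082) or beside lane (0.44). The female gene Xist had 63 counts in all libraries together and was not tested.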

Values the study reported

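The study reported 5,486 oscillating genes, or 40.5% of all expressed genes, at P under 0.05. It described a cluster of 1,314 genes with a peak around ZT18, one of 1,499 genes around ZT0, one of 1,660 genes around ZT8 and one of 1,013 genes around ZT14. For Angptl4 it gave a 5-fold difference between ZT3, the highest, and ZT15, the lowest time point. The estimated peak of Lpl was at ZT12.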

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

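All tests of explanations in this part were chosen only after the result was seen. In 6 of the 78 groups of 4 mice behind the printed means, 1 library lay far from the other 3, where 3.9 such groups are what chance gives. The number of such groups is thus close to that of chance, and any single one may be chance; for Angptl4 at ZT9 the raw count differed by 1.12 on the log2 scale.

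At ZT9 the Angptl4 value of replicate 2 was 320.53 CPM, against 138.58 to 162.18 CPM in the other mice, and without it the mean at ZT9 was 148 CPM in place of 191 CPM. The raw count already differed by 1.12 on the log2 scale from the other 3 libraries, which argues against library scaling as the source. At ZT12 the Per1 value of replicate 3 was 140.1 CPM, against 108.84 to 112.07 CPM. Its raw count differed by 0.26 on the log2 scale, in the same direction. No biological explanation was tested for either mouse.

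In replicate 2 of ZT15 both Hsph1 and the heat-shock score were low. Hsph1 was at 63.056 CPM, against 144.76 to 151.1 CPM, and the score was -0.1545, against 1.41 to 1.592. The raw count of Hsph1 differed by -1.30 on the log2 scale, so library scaling was not the source. Of the 5 other heat-shock genes, 4 were below the other 3 libraries by more than the range of these, which argues against an error in Hsph1 alone. Why this mouse was low in these genes was not tested. At ZT21 the score of replicate 2 was 0.1461, against -0.455 to -0.3702 in the others, and no explanation was tested.

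The mitochondrially encoded share of replicate 1 of ZT15 was 26.736%, against 22.785% to 23.251%. Its muscle score had rank 1 of the 4 libraries of ZT15, the highest, which 1 library in 4 has by chance. Muscle tissue and other causes cannot be told apart for a single library.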

How the results depend on the processing

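The muscle covariate and the filter without groups were chosen only after the data had been seen. With DESeq2 size factors all 114 results compared kept their direction and their side of the threshold. Library size alone changed 3 of 114 results, the replicate number as a block 2 of 114, the muscle covariate 3 of 114, and removal of mitochondrially encoded genes 0 of 99. Lane as an additive factor changed 32 of 90 results, of which 27 became weaker, 1 stronger and 4 moved. In the leave-one-out fits 10 of 82 gene results changed at their farthest value, 3 weaker and 7 stronger.

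With lane as a factor 2661 genes had a cosine component, and the lists fell to 1 gene of the LPL pathway, 1 of lipogenesis, 1 of elongation, 4 of lipid storage and lipolysis and 3 of the mitochondrial and thermogenic genes. Lane takes up most differences between lanes by construction, whatever their source. Removing mitochondrially encoded genes left 1 gene of the last list past the threshold, because its other members were removed. For ZT12 against ZT0, the 8 libraries of these time points alone gave 1259 genes, with fewer samples for the spread, and a fold change threshold of 1.5 gave 135. For ZT15 against ZT3 that threshold gave 88. When only BH-adjusted genes were clustered, cluster 2 (peak ZT7.30) was paired with 646 genes (ZT4.96). The 1261 genes at ZT9.70 lay almost as near to it, so the value depends on the pairing. These 1261 genes were left for cluster 4 (peak ZT19.7), whose peak time they do not share. With average linkage the counterpart of cluster 3 held 669 genes; the cause was not tested. The dark-phase share was 52.6% with library size alone; the cause was not tested. The relation of Lpl and Angptl4 reversed to r = -0.343 within lane 2, with an exact permutation p of 0.446 there and a permutation p of 0.616 over all mice.

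The replicate numbers do not pair the mice. As a block they gave 107 genes in lane 3 and 60 in lane 4. The muscle covariate lowered the count of lane 3 from 286 to 82 and raised that of lane 4 from 649 to 973. The cause of these changes was not tested. Fits that each left out one replicate gave from 914 (without replicate 3 of ZT0) to 3316 genes (without replicate 4 of ZT0) in lane 2, from 58 to 392 in lane 3 (without replicates 3 and 1 of ZT15) and from 190 to 404 in lane 4 (without replicate 1 of ZT21 and replicate 4 of ZT18). The permutation p of the mitochondrially encoded share ran from 0.00223 to 0.0554, the last without replicate 1 of ZT18. Over the same fits JTK gave from 5410 to 6135 genes at P under 0.05 and from 3868 to 4683 after BH adjustment. The cosine test gave from 5104 to 5997 genes, the test between time points from 5558 to 6686, ZT12 against ZT0 from 1682 to 2684, ZT15 against ZT3 from 1480 to 2645, and the dark-phase share ran from 48.4% to 49.9%. Depth limited the genes near the floor, such as Apoc4 with 3 counts in all libraries.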

Other observations

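The tests against shuffled groups, those of lane on counts of genes, and that of nuclear copies on all late-peaking genes were chosen before their results. Exceptions were the lane test in lane 4 and the comparison with time labels shuffled within lanes. These and all other tests here were chosen only after the result was seen. Of 100 splits of the libraries into groups of the same sizes, 1, the real one, gave as many genes by JTK at P under 0.05, and the largest other count was 1268. The same held, at 1 of 100, for JTK after BH adjustment, the cosine test, the test between time points and lane 2, and at 1 of 35 for lane 4 and both contrasts. In lane 3, 2 of 100 splits gave as many genes, 1 of them 399 against 286.

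Sequencing lane was weighed as the source of the differences between time points. With lane as a factor 2661 genes had a cosine component, against at most 302 in 99 fits with lane in which the time labels were shuffled among the libraries of each lane, a comparison added after the count was seen. Steps of 3 h within a lane gave a median of 322 genes (5 steps, 0 to 2134) and steps across lanes 303 (3 steps, 182 to 1197). Division of the time points by lane was the best of 8 such divisions for 646 of 6173 genes, the sixth in rank, and the best one led for 1361. Of the genes that differ between ZT12 and ZT0, 32.04% had an unadjusted p under 0.05 between ZT15 and ZT9 on lane 3, against a median of 20.0% and at most 22.7% in 10000 random lists. Between ZT6 and ZT0 on lane 2 it was 59.6% against at most 35.2%, but this pair shares the ZT0 libraries with the contrast. Between ZT18 and ZT21 on lane 4 it was 26.96% against at most 24.6%. These values argue against lane as the whole source of the counts, and a part of the genes may still follow lane. For Lpl the cosine beside lane had an adjusted p of 0.7477 (edgeR). In these libraries lane and time of day cannot be told apart for it, because no lane holds both its high and its low time points.

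The mitochondrially encoded genes peaked in opposite phases. The test chosen beforehand required few unique stretches in every late-peaking gene, and mt-Nd6, with 100% unique stretches, did not meet it. Since mt-Nd6 is a single gene and peaked at ZT23.6, hours after the others (ZT17.0 to ZT18.1), it decides nothing for their pattern. The genes mt-Rnr1 and mt-Rnr2, which encode ribosomal RNAs, also had 100% unique stretches and fell into cluster 4 (peak ZT19.7). Both had a cosine component (edgeR adjusted p 6.2e-04 and 4.1e-05). The genes mt-Nd1 and mt-Cytb, with the same share, peaked in the light phase. Reads shared with nuclear copies are thus unlikely as the whole source of the opposite phases of these ribosomal RNAs and of mt-Nd1 and mt-Cytb. The values do not settle this for the protein-coding genes that peaked late. For the late-peaking genes with few unique stretches, shared reads and other causes cannot be told apart. For mt-Atp6, mt-Co2, mt-Co3, mt-Nd3 and mt-Nd4l, with at most 2.41% unique stretches, reads left out or assigned to nuclear copies are a candidate explanation of the low counts. Only annotated nuclear transcripts were searched. The mitochondrially encoded share differed between ZT18 and ZT21 on the same lane (exact permutation p 0.0286), which argues against lane as its whole source.

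The heat-shock genes were high at ZT0 and from ZT15 to ZT18. Of the 6 genes, 6 differed within a lane and 6 with the muscle covariate, which argues against lane and muscle tissue as the whole source. Tissue temperature may contribute: over the 8 time-point means the score had r = -0.935 with Cirbp (exact permutation p 0.0031, rho -0.810, exact permutation p 0.0218). Without the 2 farthest time points r was -0.898. The permutation takes the time points as exchangeable, while both follow a daily course. These p-values therefore do not measure evidence for a shared cause. Rbm3, which cold also induces, went the other way (r = 0.639, exact permutation p 0.0898), so temperature and other causes cannot be told apart.

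The first principal component held 37.8% of the variance, and its R² with the muscle score was 0.949. Acta1 ran from 0.167 to 1360.4 CPM, and the lowest r between any 2 of the 8 muscle genes was 0.968. Muscle tissue in the sample may be the source. All 8 genes passed the expression filter in this tissue. Of the variance of the score, 77.5% lay within time points (permutation p 0.456 between them), which argues against time of day as its main source. Of 263 genes with an r above 0.8 with the score, 4 had a JTK P under 0.05.

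Angptl4 differed widely between mice of the same time point. Feeding state is a candidate explanation, since Angptl4 fell with Acly (r = -0.551), but the rank correlation did not pass 0.05 without the 2 farthest libraries (permutation p 0.0534) or within any lane, and the food intake of single mice was not recorded in the labels. The muscle score had r = 0.26 with Angptl4 (permutation p 0.207), 0.0688 in lane 2 and -0.0775 in lane 3, which argues against muscle tissue as the whole source, while in lane 4 r was 0.949 (exact permutation p 0.00347).

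The cluster that peaked near ZT0 was smaller here than in the study, by more than 1.5 times. Cluster sizes also changed with linkage, with the scale and with the genes entered. The counterpart of this cluster held 1417 genes (peak ZT22.45) with the BH-adjusted genes alone. It held 1331 genes (peak ZT3.27) on log2 CPM and 1019 genes (peak ZT3.75) with average linkage. These last 2 pairings are not clear, as their means were highest at ZT3 and ZT6. Clusters with their highest mean at ZT0 lay almost as near. They held 1532 genes (peak ZT20.87) on log2 CPM and 2111 genes (peak ZT20.77) with average linkage.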
